A study of Mus musculus with 238 samples.

How the data were processed

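RNA was measured by bulk sequencing in brain regions and liver of mice of the C57BL/6JN strain, all 19 months old per the labels. The series holds 2 experiments on separate animals. In the diet experiment, female mice were fed freely (AL, ad libitum) or were dietary restricted (aDR; the liver libraries of the restricted mice carry the label DR). In the plasma experiment, male mice were given plasma of young mice (YMP) or saline (PBS) by injection behind the eye. Sex was therefore the same as experiment, and no comparison between the sexes can be separated from a comparison between the experiments. Per the labels, RNA was isolated from homogenised tissue with RNeasy columns, full-length cDNA was made with the Smart-Seq2 protocol, and libraries were made by Nextera XT tagmentation without strand information. The labels name no sequencing batch and no hour of sampling, so neither could be examined.

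The values used were the deposited counts, whole-number read counts per gene in a single table made by the authors, with 21076 gene rows and 238 libraries. The labels state no aligner, counting program, genome build or annotation for these counts. Gene symbols were therefore used as the table gives them, no coordinates were given, and the mouse annotation at hand was not used for positions. Because the counts carry no strand, values of genes that overlap another gene or have an antisense partner are uncertain, and so are values of genes with near-identical copies. There were 537 rows without a count in any library and 0 columns that were left unused. Library totals ran from 0.606 to 32.4 M counts (M, mega), with a median of 8.44 M, and 6 libraries were under 2 M. Reads were amplified by PCR and carried no molecular identifiers in the labels, so limits computed from counts cover counting error only. A group whose libraries all had at most 3 counts of a gene was treated as being at the floor, and a fold change against it was given as a lower bound.

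Libraries were grouped by the region, treatment and mouse number in the labels, which gave 31 comparisons of a treated with a control group: liver and 15 brain regions for diet, and the same 15 regions for plasma. Regions are named as in the labels, SVZ included. The mouse number marks the same animal in all its regions, so it pairs libraries across regions and never across treatments. This pairing was checked on the deviations of each library from its group mean. Their correlation averaged 0.040 between regions of the same mouse and -0.011 between regions of different mice in the diet experiment, and 0.072 against -0.029 in the plasma experiment. Replicate libraries were compared for duplicates by a chi-square statistic over genes with at least 20 counts. In the 357 pairs the statistic per degree of freedom was at least 1.29, with a median of 9.31, and every library was kept as its own replicate.

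Each comparison within a region was fitted alone with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on the counts, after the filter on low counts (filterByExpr with a minimum count of 10 and a minimum total count of 15) and TMM normalisation, without covariates. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called changed when the adjusted p was under 0.05. Means and SDs of single genes are CPM (counts divided by the library total in M), computed here from the deposited counts and TMM-scaled library sizes. Ranges of the choroid plexus genes over libraries are CPM of the plain library totals.

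For changes shared by the brain regions, each mouse gave 1 value per gene: the mouse term of a linear fit of log2 CPM (prior count 2) on region and mouse. These log2 values, made here from the deposited counts, were compared between groups with limma 3.58.1. The mouse was the unit of this test because regions of the same mouse are not independent. Whether a treatment effect differed between regions was tested with an edgeR F test of the region by treatment terms over the brain libraries of each experiment. That fit first used a common dispersion and was changed to a trended dispersion after its counts had been seen, and the common dispersion was kept as an alternative. A difference between the liver effect and the brain effect was tested with limma on the liver value minus the brain value of each mouse. Correlations of effects were computed across genes, which are not independent replicates, and were set against correlations after the mice had been split into groups in other ways.

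There were 13 gene lists written before the data were examined: circadian clock, glucocorticoid response, complement with MHC class I and microglia, interferon response, myelin, cytosolic ribosome, respiratory chain, heat shock and unfolded protein, immediate early genes, cholesterol synthesis, hypothalamic feeding peptides, blood carry-over and choroid plexus carry-over. Only 1 list gene had no row in the table. Across regions, the mean mouse value over a list was compared by a two-sided exact permutation test over the mice, which has 126 splits and a smallest p of 0.0159 for diet, and 35 splits and a smallest p of 0.0571 for plasma. Within regions, lists were tested with camera and an estimated correlation between genes, with fry and with camera at its preset correlation as alternatives. Further lists (meningeal, heat shock factor targets, endothelial, and clock genes of the Arntl and of the Dbp arm) were written after the data had been seen and serve only the closing section.

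The genes named were chosen by a rule fixed before the data were examined. In liver and in each test across regions, they were the 3 largest rises and the 3 largest falls among called genes with a mean of at least 1 CPM and no overlap between groups. The rule added the gene with the smallest p in the 2 regions with the most genes of each experiment, and the 3 genes called in the most regions. It also added Xist and Ddx3y as checks of the sex labels, Dbp, Per1, Fkbp5 and C4b in liver and across regions, and Agrp, Npy and Pomc in hypothalamus. Any other gene named was chosen after its values had been seen.

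The alternatives listed before the data were examined were DESeq2 1.42.0, median-of-ratios size factors, no filter on low counts, both experiments in a single fit per region, mouse as a replicate block, all libraries without that block, a smaller prior count, the brain regions without choroid plexus, thinned counts, the same mice in every region, Spearman correlation, a filter on mean CPM, and leaving out each mouse in turn. Alternatives without corpus callosum, and the common dispersion, were added after the data had been seen. The number of genes called was also compared with the number called when the same mice were split into groups of the same sizes in other ways. The real groups count as one of the splits in each such number.

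The tests were run on simulated counts with 200 changed genes before use on the data. These were drawn only from genes above a bound on the mean count, so recovery of genes with lower counts was not tested. At a 2-fold change the fits within a region, with groups of the real sizes, recovered 95% in liver and 94% in motor cortex (diet). They recovered 80.5% in cerebellum and 69.5% in corpus callosum (plasma). Of the genes called, 5.47%, 6.93%, 4.17% and 5.44% in these 4 simulations were unchanged genes. The test on mouse values recovered 99% (diet) and 99.5% (plasma). The test of differences between regions recovered 89.5% (diet) and 72.5% (plasma) of genes changed 4-fold in 1 region. The simulated spread was an assumption, so these shares describe the method and not the sensitivity reached in the mice.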

Results

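Brain tissue was sequenced from 9 female and 7 male mice of 19 months of age to map where in the brain a dietary and a plasma intervention change gene expression. The diet experiment held 5 restricted (aDR) and 4 freely fed (AL) females, with 131 libraries from 15 brain regions and 9 from liver. The plasma experiment held 3 males injected with plasma of young mice (YMP) and 4 injected with saline (PBS), with 98 libraries from the same regions. Most diet comparisons set 5 mice against 4. The exceptions were corpus callosum (4 against 3), entorhinal cortex (5 against 3) and hypothalamus (4 against 4). Most plasma comparisons set 3 mice against 4. Cerebellum, posterior hippocampus, hypothalamus, pons and visual cortex had 3 against 3, and corpus callosum had 2 against 3.

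The median library total was 8.44 M counts. The smallest library, olfactory bulb of YMP mouse 73, held 0.606 M, and the largest 32.4 M. Mitochondrial genes took between 1.47% and 8.04% of the counts. The sex labels were checked first. Xist was at least 74.6 CPM in every female library and at most 3.89 CPM in every male library. Ddx3y was at least 55.4 CPM in every male and at most 3.92 CPM in every female library.

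Liver was sequenced to check that the restriction took effect. Of 11815 genes tested there, 26 were called, 18 higher and 8 lower in the restricted mice, and 1074 had an unadjusted p under 0.05. The largest rise was that of Plin4, which averaged 10.3 ± 2.70 CPM (SD, n = 5) in restricted and 1.54 ± 0.678 CPM (SD, n = 4) in freely fed mice, a log2 change of 2.80 (SE 0.31, edgeR adjusted p 0.00495). AA986860 rose by 2.10 (adjusted p 0.0478) and Usp2 by 2.01 (adjusted p 8.82e-04). The largest falls were those of Nr1d1 (log2 change -1.60, adjusted p 0.0254), Ethe1 (-1.45, adjusted p 0.0245) and Gas7 (-1.44, adjusted p 0.00905). No change was called for Dbp (0.069, adjusted p 0.959), Per1 (0.85, adjusted p 0.375), Fkbp5 (0.84, adjusted p 0.454) or C4b (-0.31, adjusted p 0.856). Without DR mouse 67 the change of Fkbp5 was 0.38, with an adjusted p of 0.464 in a range of 0.327 to 0.794 over all alternatives. The liver count moved most under DESeq2, which called 224 genes, 132 of them higher. It was 7 without DR mouse 65 and 55 without DR mouse 61, and 5 of 100 splits of the same mice, the real groups included, gave at least 26 genes.

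The comparison of restricted with freely fed mice was then made in each brain region. Motor cortex had 33 called genes (22 higher, 11 lower), olfactory bulb 31 (16 higher, 15 lower) and visual cortex 27 (23 higher, 4 lower). Cerebellum had 7, corpus callosum 3, SVZ 3, caudate putamen 2, choroid plexus 1 and medulla 1. In 6 regions 0 genes were called, while the number with an unadjusted p under 0.05 was 593 in entorhinal cortex, 595 in anterior hippocampus, 530 in posterior hippocampus, 639 in hypothalamus, 222 in pons and 589 in thalamus. In motor cortex the gene with the smallest p was Rbm3, at 122 ± 8.74 CPM (SD, n = 5) in restricted and 74.7 ± 7.02 CPM (SD, n = 4) in freely fed mice, a log2 change of 0.70 (SE 0.071, adjusted p 2.06e-04). In olfactory bulb it was Ciart, at 31.3 ± 3.14 CPM (SD, n = 5) against 14.8 ± 0.649 CPM (SD, n = 4), a log2 change of 1.07 (SE 0.088, adjusted p 2.08e-04). Ciart was called in 7 regions, Rbm3 in 6 and Plin4 in 5, always as higher.

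These counts depended on single mice. The motor cortex count was 9 without AL mouse 68 and 128 without aDR mouse 64. In olfactory bulb it was 2 without aDR mouse 64 and 48 without aDR mouse 65, in visual cortex 16 without aDR mouse 61 or AL mouse 68, and in cerebellum 54 without aDR mouse 62. DESeq2 called 168 genes in cerebellum, 133 in olfactory bulb, 75 in motor cortex and 42 in visual cortex. Of 100 splits of the same mice, the number that gave as many genes was 5 in motor cortex, 2 in visual cortex and 1 in olfactory bulb.

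**Figure D1:**
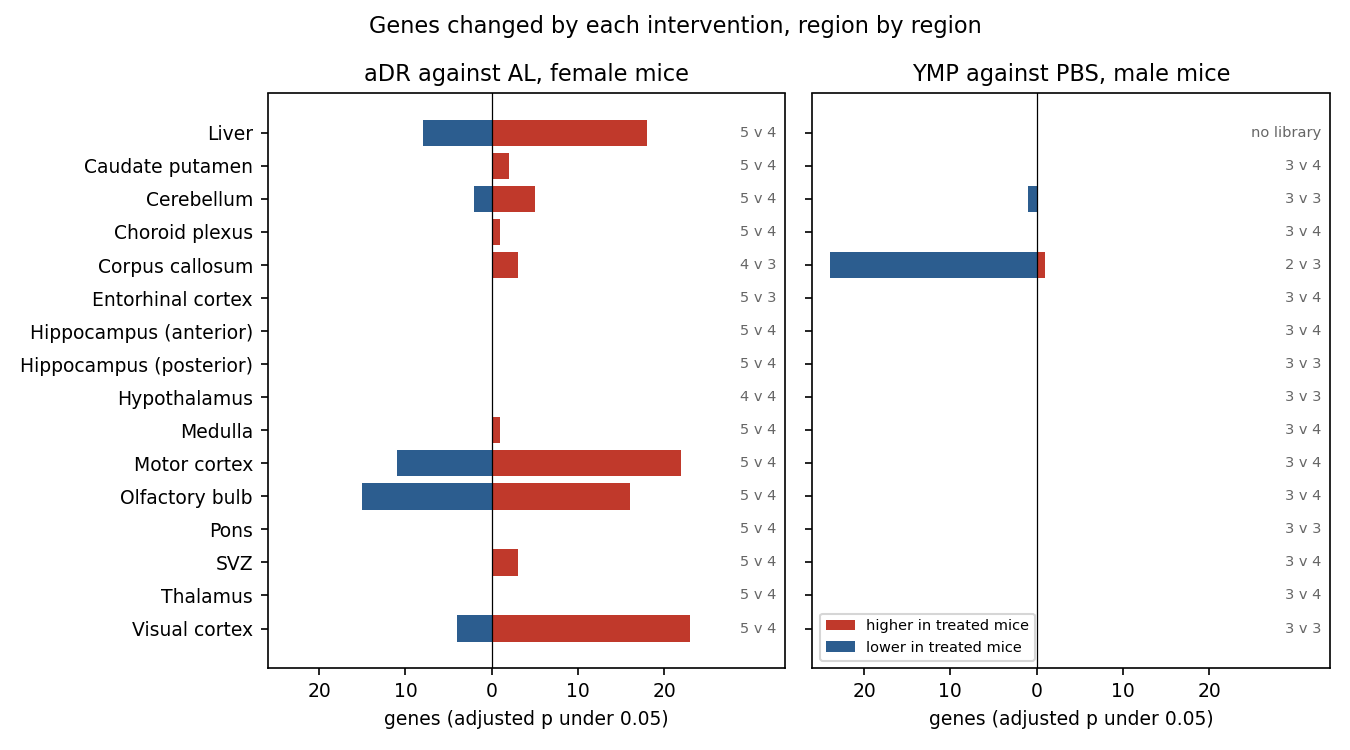
Number of genes with an adjusted p under 0.05 in each region (x axis, higher to the right and lower to the left) for diet and for plasma, with the number of treated and control mice at the right edge. Motor cortex (33), olfactory bulb (31) and visual cortex (27) have the longest bars of the brain regions for diet, and corpus callosum (25) for plasma.

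With 1 value per mouse over the 15 regions, 144 of 15616 genes were called between the diets (82 higher and 62 lower in restricted mice) and 2511 had an unadjusted p under 0.05. The values of the groups did not overlap for 8.30% of the genes, against 1.59% by chance. The largest rises were those of Plin4 (log2 change 2.03, SE 0.25, limma adjusted p 0.0131), Fmo2 (1.36, SE 0.19, adjusted p 0.0233) and Hif3a (1.09, SE 0.15, adjusted p 0.0233), each higher in 15 of 15 regions. The largest falls were those of Fabp7 (-0.60, SE 0.072, adjusted p 0.0109), lower in 15 of 15 regions, Kdr (-0.56, SE 0.063, adjusted p 0.00970), lower in 14, and Tmem45a (-0.55, SE 0.085, adjusted p 0.0307). Tmem45a averaged 1.77 CPM, passed the filter in 8 regions and was lower in 7 of them. Kdr rose by 0.10 and Tmem45a by 3.02 in pons, without a call there. The pons library of aDR mouse 67 stood apart, with 23.4% of its counts in its top 10 genes. The other pons libraries of the diet experiment had 5.72% to 7.12%. Whether that library caused the 2 rises was not tested. Ciart (0.76, SE 0.037, adjusted p 8.79e-05) and Rbm3 (0.69, SE 0.069, adjusted p 0.00589) were higher in 15 of 15 regions. Dbp (0.37, adjusted p 0.0164) was higher in 15 regions and Per1 (0.33, adjusted p 0.0311) in 14. Fkbp5 (0.56, adjusted p 0.0942) was not called across regions, though it was higher in 15 of 15 regions without overlap between the groups and was called in 3 of them. C4b (0.10, adjusted p 0.728) was not called either and its groups overlapped.

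The count of 144 was 14 without AL mouse 66 and 163 without aDR mouse 67. It moved most when all libraries were fitted with no replicate block, which called 2510 genes and treats regions of the same mouse as independent. With mouse as a replicate block in voom, 1474 genes were called, 133 of them shared with the 144. Of 100 splits of the mice, 1 gave 144 genes or more. Ciart and Rbm3 passed the threshold under each alternative tried. Without AL mouse 66, the other 8 called genes named here no longer did. The adjusted p of Kdr was then 0.0559, in a range of 6.51e-12 to 0.0559 over its alternatives, and that of Per1 0.108, in a range of 3.20e-12 to 0.108.

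**Figure D2:**
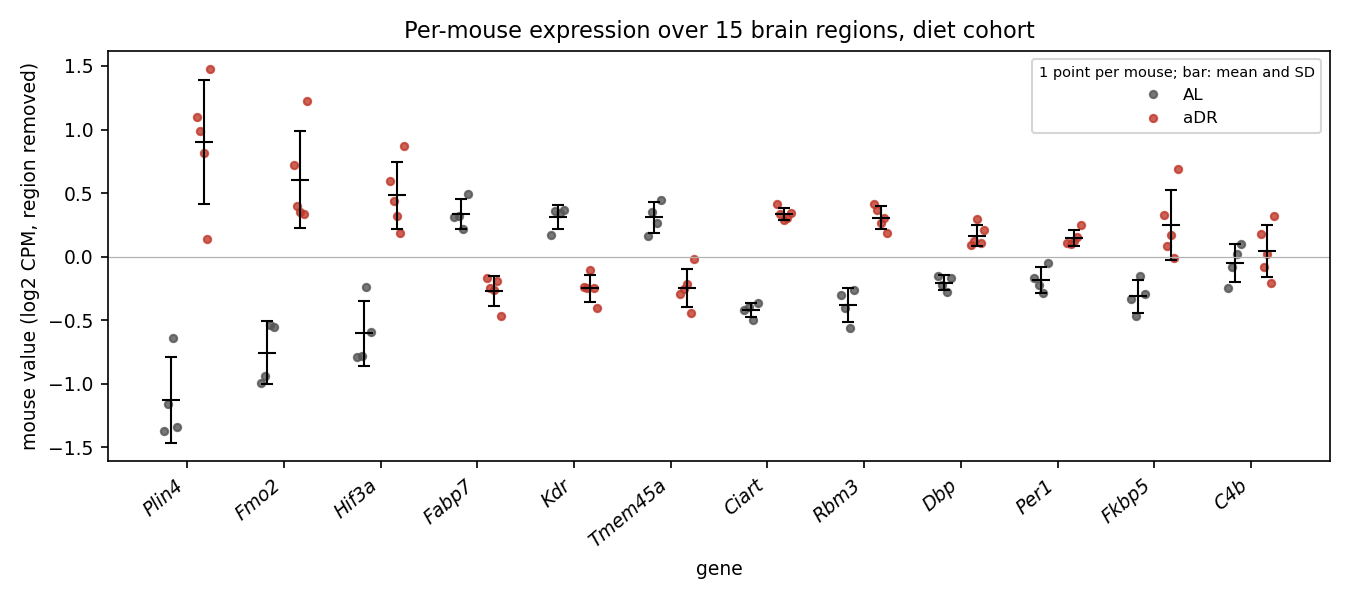
Mouse values (log2, relative to the mean of the mice) of the genes named across brain regions, with a point per mouse for freely fed and restricted mice and a bar at the group mean. The points of the groups do not overlap for the called genes, such as Ciart with a difference of 0.76 and Kdr with a difference of -0.56.

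In hypothalamus the values of the feeding peptide genes overlapped between the diets. Agrp averaged 22.3 ± 33.5 CPM (SD, n = 4) in restricted and 3.68 ± 2.68 CPM (SD, n = 4) in freely fed mice, a log2 change of 2.74 (SE 1.14). Npy changed by 1.96 (SE 0.94) and Pomc by -0.67 (SE 0.97), and the edgeR adjusted p was 0.986 for all 3. Without aDR mouse 67 the change of Agrp was 0.70 and that of Npy 0.50, and without AL mouse 69 that of Pomc was 0.28. In the plasma experiment Agrp changed by -0.31, Npy by -0.37 and Pomc by -1.38, each with an adjusted p of 0.998. Without PBS mouse 80 these changes were 0.79, 0.52 and 0.082.

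The comparison of YMP with PBS mice called genes in 2 of 15 regions. Corpus callosum, with 2 YMP and 3 PBS mice, had 25 (1 higher, 24 lower). Its smallest p was that of F5, at 0.371 ± 0.255 CPM (SD, n = 2) in YMP and 50.4 ± 19.3 CPM (SD, n = 3) in PBS mice, a log2 change of -6.78 (SE 0.52, adjusted p 0.0204). The gene Ttr, chosen after its values were seen, lay between 4684 and 17422 CPM in the PBS and between 0 and 2.61 CPM in the YMP libraries of this region. Among called genes with at most 3 counts in both YMP libraries, Kcne2 was at least 190-fold lower in YMP mice, Tmem72 at least 168-fold, Slc4a5 at least 167-fold, Aqp1 at least 152-fold, Cldn2 at least 131-fold and Crhr2 at least 22.2-fold. These genes were also chosen after their values were seen. Of the 24 lower genes, 18 were at least 5 times as abundant in the choroid plexus libraries as the median of the other regions, against 1.63% of all genes tested. The count was 0 without PBS mouse 80, 70 without PBS mouse 76 and 664 without PBS mouse 84.

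In cerebellum 1 gene was called in the plasma experiment, Ptgds, at 344 ± 32.2 CPM (SD, n = 3) in YMP and 948 ± 195 CPM (SD, n = 3) in PBS mice, a log2 change of -1.46 (SE 0.15, adjusted p 0.0379). Under its alternatives the adjusted p of Ptgds ran from 3.25e-21 (DESeq2) to 0.506 (without YMP mouse 77). The count there was 112 without PBS mouse 84. In the other 13 regions 0 genes were called. The number with an unadjusted p under 0.05 was 1910 in SVZ, 1379 in caudate putamen, 1300 in medulla, 1233 in olfactory bulb, 976 in anterior hippocampus, 642 in entorhinal cortex, 600 in hypothalamus and 506 in choroid plexus. It was 377 in visual cortex, 347 in motor cortex, 332 in thalamus, 275 in posterior hippocampus and 150 in pons. The SVZ count was 234 without PBS mouse 72 and 496 under DESeq2, and the olfactory bulb count was 194 without YMP mouse 77.

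**Figure D3:**
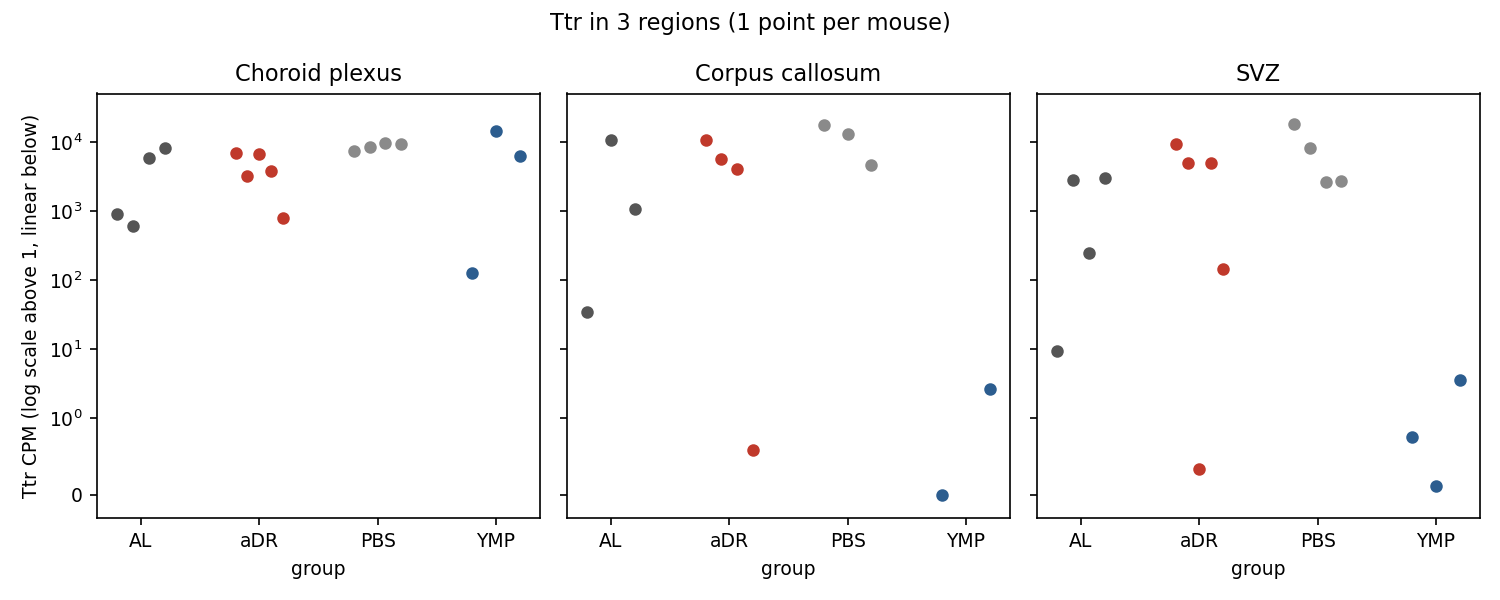
Ttr in each library of choroid plexus, corpus callosum and SVZ by group (CPM, log scale above 1 and linear below), with a point per mouse. In SVZ the PBS libraries lie between 2602 and 18358 CPM and the YMP libraries between 0.110 and 3.56 CPM, while the AL libraries lie between 9.28 and 2989 CPM and the aDR libraries between 0.332 and 9280 CPM.

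Over the 15 regions, 0 of 15768 genes were called between YMP and PBS mice, 1275 had an unadjusted p under 0.05, and the smallest adjusted p was 0.162. The groups did not overlap for 10.1% of genes, against 5.71% by chance. The changes were -0.15 for Dbp (limma adjusted p 0.707), 0.15 for Per1 (adjusted p 0.847), 0.19 for Fkbp5 (adjusted p 0.63) and -0.31 for C4b (adjusted p 0.540). With each mouse left out, Per1 ran from 0.018 (without PBS mouse 80) to 0.30 (without PBS mouse 84) and Dbp from -0.23 to -0.080. Fkbp5 then ran from 0.14 to 0.28 and C4b from -0.41 to -0.24. With mouse as a replicate block 486 genes were called, and with no replicate block 2045.

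The difference of a treatment effect between regions was tested directly. For diet 2 genes were called, Ciart and Zbtb16, with 335 at an unadjusted p under 0.05. For plasma 124 genes were called (1202 at an unadjusted p under 0.05), with the smallest p for Trpm3 (edgeR adjusted p 2.08e-06). Zbtb16 and Trpm3 were named after their values were seen. With mouse as a replicate block the counts were 3 and 147, of which 2 and 121 were shared with the fits without it. The plasma count was 10 without corpus callosum, 3 without YMP mouse 81 and 19 without YMP mouse 77. It was 187 without choroid plexus and 89 without both regions. Liver and brain effects of diet differed for 10 of 11350 genes (911 at an unadjusted p under 0.05), including Usp2, Nr1d1 and Gas7 from the liver comparison.

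Of the 26 tests of preset lists across regions (13 lists in each experiment), 2 had an unadjusted p under 0.05. Both were for diet and reached the smallest p the exact permutation test allows, 0.0159 (adjusted p 0.206). At that limit at least 9 tests would have to reach the smallest p for any list to pass after adjustment, so the 0 lists that passed say little about single lists. The circadian clock list was higher by 0.15 in restricted mice and the glucocorticoid response list by 0.48, without overlap between the groups. In the latter 20 of 20 genes were higher. In the clock list 13 of 17 genes were higher and 4 lower, so its mean mixes genes that moved in opposite directions. Each list held 8 genes called over all genes tested and 13 when adjusted over the list alone. The heat shock and unfolded protein list was lower by a log2 difference of -0.075 (exact permutation p 0.0794, 0 genes called over all genes and 2 adjusted over the list alone). The blood carry-over list was higher by 0.72 (exact permutation p 0.143, 0 and 1 genes). The other 9 lists had an exact permutation p between 0.540 and 0.968 and 0 genes called over all genes: complement with MHC class I and microglia 0.039, interferon response -0.055, myelin -0.019, cytosolic ribosome 0.032, respiratory chain 0.0014, immediate early genes 0.0078, cholesterol synthesis -0.013 (1 gene adjusted over the list alone), hypothalamic feeding peptides -0.023 and choroid plexus carry-over 0.055.

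For plasma the smallest possible exact p is 0.0571, so no list could pass. The choroid plexus carry-over list reached it with a difference of -1.20 (12 of 12 genes lower, 0 called over all genes and 11 adjusted over the list alone). The feeding peptides list reached it too, with 0.17, though its mean change was above 0 in only 8 of 15 regions. In hypothalamus itself Agrp (-0.31), Npy (-0.37) and Pomc (-1.38) changed the other way, each without a call. The complement list differed by -0.21 (24 of 24 genes lower, exact permutation p 0.114) and the heat shock list by 0.15 (exact permutation p 0.114). The remaining lists had an exact permutation p between 0.286 and 0.914: glucocorticoid response 0.21, immediate early genes 0.18, cholesterol synthesis 0.040, myelin -0.15, circadian clock 0.030, respiratory chain -0.030, interferon response -0.074, blood carry-over -0.25 and cytosolic ribosome -0.0033. Apart from the plexus list, 0 genes of these lists were called over all genes or adjusted over the list alone. With each mouse left out, the complement list ran from -0.27 to -0.12 and the heat shock list from 0.076 to 0.22. The glucocorticoid response list then ran from 0.12 to 0.39 and the circadian clock list from 0.011 to 0.062.

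**Figure D4:**
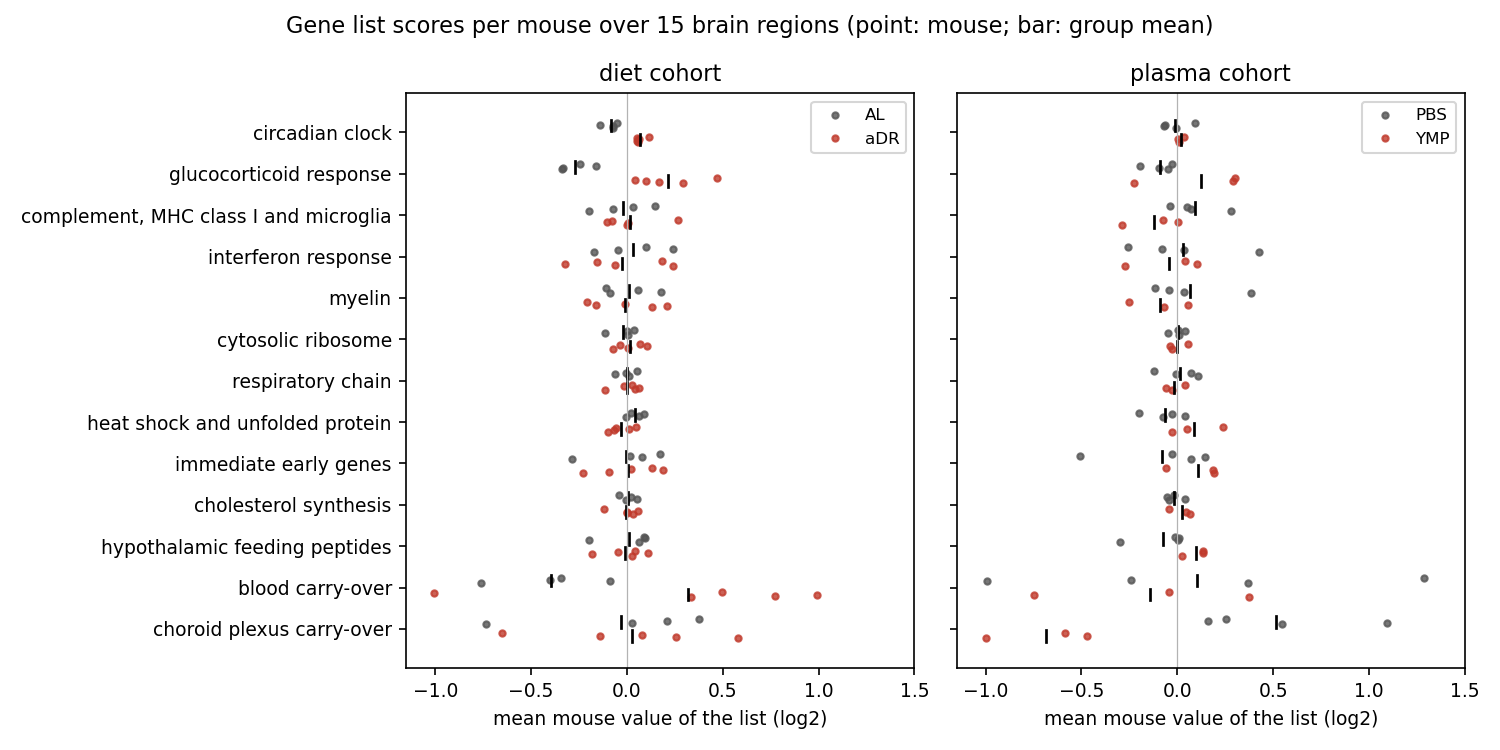
Mean mouse value of each preset gene list (log2, x axis) with a point per mouse and a bar at the group mean, for diet and for plasma. The restricted mice lie above the freely fed mice for the circadian clock and glucocorticoid response lists (differences of 0.15 and 0.48), and the YMP mice below the PBS mice for the choroid plexus list (-1.20).

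Within regions, camera with an estimated correlation called 0 of 205 list tests for diet (26 at an unadjusted p under 0.05) and 0 of 193 for plasma (7 at an unadjusted p under 0.05). With the preset correlation camera called 92 and 86. Of those, fry held 4 for diet and 0 for plasma. They were the glucocorticoid response list in caudate putamen (adjusted p 0.0189) and the circadian clock list in cerebellum (0.0280), liver (0.0280) and olfactory bulb (0.00352).

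Across 15518 genes tested in both experiments, the changes with diet and with plasma had a Pearson r of -0.032 and a Spearman rho of 0.023, and 83 of 100 splits of the mice gave an r at least as far from 0. Across 11350 genes the changes with diet in liver and in brain had an r of 0.15 and a rho of 0.11, which 10 of 100 splits matched. Without AL mouse 63 this r was 0.186, with a permutation p of 0.0179 in a range of 0.0179 to 0.357 over all its alternatives. Of the 26 genes called in liver 24 were tested across brain regions, 18 of them changed in the same direction, and 7 were called in both, all 7 in the same direction (Plin4, Fmo2, Ciart, Usp2, Zbtb16, Cry1 and Rdh16f1).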

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

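The counts of splits, each of which includes the real groups, were planned before the results were seen, while the tests on choroid plexus and corpus callosum as sources of the plasma differences between regions, and the count of values far from their group, were chosen only after the result was seen.

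Of 136 groups of 4 or more values, 6 held a value that stood apart from the others by more than the 95% critical gap of Dixon's test. Chance alone gives 6.8 such groups, so the pattern is consistent with chance, and no single value among the 6 can be read as more than that. The hypothalamus library of AL mouse 66 held 21.9 M counts, against 5.34 to 5.87 M in the other AL libraries of that region. The count there was 0 with it (639 genes at an unadjusted p under 0.05) and 0 without it, as it was without any other mouse, so an effect of its depth cannot be told apart from none.

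The other 5 were values of single genes or lists. For Kdr, AL mouse 63 had a mouse value of 0.17, against 0.34 to 0.37 in the other AL mice, and the change without it was -0.61, against -0.56 with it. The clock list score of aDR mouse 67 was 0.11, against 0.051 to 0.061, and the difference of the list without it was 0.14, against 0.15 with it. Liver Fkbp5 of DR mouse 67 was 196 CPM, against 60.5 to 83.6 CPM in the other DR mice, and the change of 0.84 was 0.38 without it. The feeding peptides score of AL mouse 66 was -0.20, against 0.063 to 0.096, and the difference of -0.023 was -0.094 without it. The feeding peptides score of PBS mouse 72 was -0.30, against -0.0095 to 0.0083, and the difference of 0.17 was 0.089 without it. That list thus owed part of its plasma difference to 1 mouse, which has libraries in fewer regions than the others. No biological explanation was tested for these values.

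The effect of diet differed between brain regions for 2 genes, Ciart and Zbtb16. In 17 of 21 splits of the 9 mice as many genes or more were called, and the median of the other splits was 28. The splits were drawn from the 126 that leave enough libraries in each group of each region. This count is what other groupings of the mice give, so it is no evidence of a difference between regions. The separate calls in motor cortex, olfactory bulb and visual cortex are therefore not shown to differ from those in the other regions. Such a difference is not excluded either. The test did not contrast these regions with the rest, and other splits gave up to 902 genes, so an excess could hardly be seen.

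The effect of plasma was called as different between brain regions for 124 genes. As many were called in 2 of 21 splits, drawn from the 30 of the 7 mice that leave enough libraries in each group, with a median of 1 in the other splits and a highest count of 157. A biological effect of plasma limited to some regions stays open and untested. A technical candidate explanation is choroid plexus tissue taken along with some samples. Of the 124 genes, 22.6% were highest in choroid plexus and at least 5 times the median of the other regions there, against 0.647% of all genes tested. That share is far above the share of all genes, but the genes outside it are not thereby without this explanation. In corpus callosum the excess of PBS over YMP libraries was a median of 107% of the choroid plexus level over 125 plexus-abundant genes. Plexus tissue could thus keep a gene from being highest in choroid plexus. Plexus tissue and other causes therefore cannot be told apart for the set. Leaving out corpus callosum lowered the count to 10, but leaving out choroid plexus raised it to 187, and leaving out both gave 89. The corpus callosum libraries (2 YMP and 3 PBS) thus could be the source of many calls. Of the 89, however, 66 were among the 124, so those did not need corpus callosum once choroid plexus was left out too. SVZ was not left out of this test. There Ttr lay between 2602 and 18358 CPM in the PBS and between 0.110 and 3.56 CPM in the YMP libraries. Plexus tissue in SVZ as a source of the remaining calls therefore stays untested.

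The effect of diet differed between liver and brain for 10 genes: Usp2, Gas7, Cry1, Alpl, Bbc3, Lonrf1, Ppp1r10, Nr1d1, Rhobtb1 and Psen2. As many were called in 4 of 100 splits of the 9 mice, with 3809 in the most extreme of the others and 0 in 95 of them. Nr1d1 changed by -1.60 in liver and 0.034 in brain, and the difference was -1.64 (limma adjusted p 0.0358). Usp2 and Cry1 rose in both, by 2.01 and 1.93 in liver and by 0.30 and 0.37 in brain. A difference between tissues in the response to diet stays open. A different hour of tissue collection was not tested, because the labels give none.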

How the results depend on the processing

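The alternatives without corpus callosum and with a common dispersion were chosen after seeing the data, and the others were fixed before. No scaling moved the median of all genes by more than 0.1 on the log2 scale. The cause of the changes listed here was not tested unless a cause is given.

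DESeq2 called 16 genes for diet in caudate putamen (against 2), 168 in cerebellum (7), 10 in choroid plexus (1), 9 in corpus callosum (3), 16 in medulla (1), 75 in motor cortex (33), 133 in olfactory bulb (31), 12 in SVZ (3), 42 in visual cortex (27) and 224 in liver (26). Where edgeR called 0 for diet, it called 5 in entorhinal cortex, 5 in anterior hippocampus, 6 in posterior hippocampus, 11 in hypothalamus, 1 in pons and 15 in thalamus. For plasma it called 275 in corpus callosum (25) and 30 in cerebellum (1), and against 0 it called 71 in caudate putamen, 4 in choroid plexus, 5 in entorhinal cortex, 33 in hypothalamus, 17 in medulla and 496 in SVZ. The genes at an unadjusted p under 0.05 in the regions with 0 calls are given in the report.

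Without the filter on low counts, diet gave 15 genes in cerebellum, 2 in medulla, 66 in motor cortex and 59 in visual cortex, and plasma gave 6 in cerebellum, 320 in corpus callosum, 55 in olfactory bulb and 41 in SVZ. Median-of-ratios size factors gave 0 for diet in choroid plexus and 0 in corpus callosum, and 17 for plasma in SVZ. Both experiments in a single fit gave 39 for diet in cerebellum, 17 in motor cortex, 60 in olfactory bulb and 1 in thalamus, and for plasma 0 in cerebellum and 0 in corpus callosum, where F5 and Ptgds lost their calls.

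Across regions, voom with mouse as a replicate block gave 1474 genes for diet and 486 for plasma, and edgeR with no replicate block gave 2510 and 2045. In the tests between regions the block changed no count by over 1.5 times. Of the named genes, Fkbp5 for diet passed the threshold with and without the block (adjusted p between 1.80e-14 and 0.230 over its alternatives), and Fkbp5 for plasma without it (adjusted p 0.0127, the lowest of a range up to 0.907). The smaller prior count, the size factors, no filter and the regions without choroid plexus gave 126, 154, 128 and 125 genes for diet, of which 122, 141, 123 and 116 were among the 144. For plasma these and the regions without corpus callosum gave 0, as before. The plasma difference between regions was called for 187 genes without choroid plexus, 10 without corpus callosum and 89 without both.

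The correlation of diet and plasma effects changed sign, to 0.017 over genes of at least 10 CPM and to 0.023 as Spearman's rho. Lists within regions were called 4 times for diet with fry, and 92 times for diet and 86 for plasma with the preset correlation. The count of the region with the most genes for diet was 9 with the same mice in every region (3 against 3) and 0 with counts thinned to the smallest library. For plasma it was 48, in SVZ, with the same mice and without corpus callosum, and 1 with thinned counts. Fewer mice and fewer counts are part of these alternatives.

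Leaving out each mouse in turn gave from 0 to 3 genes for diet in caudate putamen, 0 (without aDR mouse 61 and others) to 54 (without aDR mouse 62) in cerebellum, 0 to 0 in choroid plexus and in corpus callosum, 0 to 2 in anterior hippocampus, 0 to 1 in posterior hippocampus, 0 to 3 in medulla, 9 (without AL mouse 68) to 128 (without aDR mouse 64) in motor cortex, 2 (without aDR mouse 64) to 48 (without aDR mouse 65) in olfactory bulb, 0 to 2 in SVZ, 16 (without aDR mouse 61) to 36 (without aDR mouse 67) in visual cortex and 7 (without DR mouse 65) to 55 (without DR mouse 61) in liver. For plasma it gave from 0 to 112 (without PBS mouse 84) in cerebellum, 0 to 1 in hypothalamus, 0 to 194 (without YMP mouse 77) in olfactory bulb and 0 to 234 (without PBS mouse 72) in SVZ. In corpus callosum the 3 fits without a PBS mouse gave from 0 (mouse 80) to 664 (mouse 84). There is no value without a YMP mouse there, since 1 would be left.

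Across regions, from 14 (without AL mouse 66) to 163 (without aDR mouse 67) genes were called for diet, and from 0 to 1 (without PBS mouse 80) for plasma. Between regions the counts ran from 0 to 2 for diet and from 3 (without YMP mouse 81) to 155 (without PBS mouse 84) for plasma. The correlation of diet and plasma effects ran from -0.138 (without AL mouse 69) to 0.0961 (without AL mouse 63), and that of liver and brain from 0.0994 (without AL mouse 66) to 0.187 (without aDR mouse 64), with 0.186 without AL mouse 63 passing the threshold. In hypothalamus the changes with diet ran from 0.70 (without aDR mouse 67) to 3.24 for Agrp, from 0.50 (without aDR mouse 67) to 2.36 for Npy and from -1.07 to 0.28 (without AL mouse 69) for Pomc, and with plasma from -2.38 to 0.79 for Agrp, -1.74 to 0.52 for Npy and -3.20 to 0.082 for Pomc, the lowest without YMP mouse 81 and the highest without PBS mouse 80. For diet the plexus list ran from -0.19 (without AL mouse 63) to 0.22 (without aDR mouse 67), the complement list from -0.023 (without aDR mouse 67) to 0.092 (without AL mouse 69) and the feeding peptides list from -0.094 (without AL mouse 66) to 0.023 (without aDR mouse 62). Under all alternatives together, single named genes lost their call 60 times and gained one 3 times, and single genes or lists reversed 14 times. Liver and plasma calls for AA986860, Ethe1, Nr1d1 and Ptgds, and diet calls for Tmem45a and Per1, were lost most often, while Ciart and Rbm3 across regions, and Plin4, Usp2 and Gas7 in liver, kept theirs under every alternative.

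Depth limits genes near the floor, and the group sizes limit the lists, where no exact p can be under 0.0159 for diet or 0.0571 for plasma.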

Other observations

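Of the tests in this part, those of choroid plexus tissue in the PBS corpus callosum libraries and of lower expression in plexus cells, of SVZ alone and of corpus callosum with SVZ, of body temperature, of the clock arms, of a larger endothelial share, of depth and number of mice per region, of choroid plexus tissue in cerebellum, of other libraries left out in SVZ, and of the splits for the correlations were chosen only after the result was seen.

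The number of genes called was compared with other splits of the same mice. Every count of splits here includes the real groups as one of the splits, so 1 means that no other split gave as many. For diet, as many genes or more were called in 1 of 100 splits in caudate putamen, 3 of 100 in cerebellum, 5 of 100 in choroid plexus, 2 of 35 in corpus callosum, 7 of 100 in medulla, 5 of 100 in motor cortex, 1 of 100 in olfactory bulb, 4 of 100 in SVZ, 2 of 100 in visual cortex and 5 of 100 in liver. The share of splits was under 0.05 in olfactory bulb, visual cortex, cerebellum, SVZ and caudate putamen. It was 0.05 or more in liver, motor cortex, choroid plexus, corpus callosum and medulla. This line lies between 4 and 5 of 100 splits and was not adjusted over the comparisons, so it does not rank the regions. Single other splits gave up to 2253 genes in SVZ and 156 in cerebellum. Some splits gave far more genes than the real groups, up to 4445 in liver. For plasma in cerebellum 2 of the 10 splits gave as many, where a share under 0.05 cannot be reached. In corpus callosum the YMP group had 2 mice and no splits were counted.

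Across brain regions 1 of 100 splits gave 144 genes or more for diet, and the highest other count was 4. For plasma 35 of 35 splits gave at least the 0 genes of the real groups (1275 genes had an unadjusted p under 0.05). With mouse as a replicate block in voom, 1 of 21 splits gave as many as 1474 genes for diet, and 3 of 21 gave as many as 486 for plasma. The other splits, which mix treated and control mice, called a median of 38 and 86 genes under that block, so its counts may run higher than the threshold implies. The correlation across genes of diet and plasma effects was matched or passed by 83 of 100 splits, and that of liver and brain effects of diet by 10 of 100.

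The number of genes called for diet in the 15 brain regions had a Spearman's rho of 0.0166 with the median library total (permutation p 0.955, Pearson r -0.219). Motor cortex had the most genes and the lowest median total, 6.15 M, and with each mouse left out its lowest count stayed above the highest count of 11 of the 14 deeper regions. Depth as the whole cause of the ranking is thus argued against. The number of mice as the whole cause is argued against by the 12 regions with 9 libraries each, where the counts ran from 0 to 33, and 8 of these regions stayed below motor cortex in the same way. The ranking itself is not shown to hold. With counts thinned to the smallest library 0 genes were called in every region, which leaves no ranking, and with the same 3 against 3 mice the counts were 9 in motor cortex, 3 in visual cortex and 1 in olfactory bulb. The test of differences between regions called no more genes than most other splits of the mice.

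In corpus callosum 24 genes were lower in YMP mice. A candidate explanation is that the PBS samples held choroid plexus tissue and the YMP samples did not. Of the plexus list fixed before the data were examined, 12 of 12 genes (100%) were lower in YMP mice. Lower expression in plexus cells would give the same, so this count does not tell the explanations apart. Among 107 uncalled genes that were at least 5 times the median of the other regions in choroid plexus and reached 5 CPM there, 95 (88.8%) were lower, against 54.5% of all genes, which is short of the share set for this test. An earlier form of this test with a higher bound on enrichment left 1 uncalled gene and was void. The excess of the PBS libraries over the YMP libraries was a median of 107% of the level in choroid plexus libraries over 125 such genes, with quartiles of 55.6% and 124%. Dissection that varies from mouse to mouse may be enough for this. Among the 3 AL libraries of this region, which had no plasma, the plexus list varied 29.4-fold, and among the 4 aDR libraries 31.96-fold. Lower expression in the plexus cells themselves as the whole cause is argued against by the choroid plexus libraries of the same 2 YMP mice. The called genes changed there by a median of -0.019, against -5.13 in corpus callosum, and single PBS mice lay between -0.14 and 0.17 in choroid plexus. The other YMP mouse, 73, has no corpus callosum library and stood at -4.05 in choroid plexus. An effect of plasma on the plexus or its boundary stays open, untested, with 2 YMP libraries.

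The plexus list was also lower in YMP mice across regions, by a log2 difference of -1.20. In SVZ alone it differed by -4.95 (two-sided exact permutation p 0.0571, the smallest possible), and Ttr lay between 2602 and 18358 CPM in the 4 PBS and between 0.110 and 3.56 CPM in the 3 YMP libraries. In choroid plexus the list differed by -1.60 (exact permutation p 0.4), the largest difference outside corpus callosum and SVZ. There the genes called in corpus callosum stood at a median of -4.05 against PBS in YMP mouse 73. In YMP mice 77 and 81 they stood at 0.21 and -0.26, so the list difference may rest mostly on mouse 73. Without corpus callosum the difference across regions was -0.89 (exact permutation p 0.0571), which keeps 74.6% of it. This share and the SVZ libraries, where the groups do not overlap, argue against corpus callosum alone. Without corpus callosum and SVZ the difference was -0.49 (exact permutation p 0.229), or 41.3%, consistent with plexus tissue in the samples of both regions as the source of the larger part. Some of the rest lay in caudate putamen (a list difference of -1.44, exact permutation p 0.171), medulla (-0.68, exact permutation p 0.114), thalamus (-0.48, exact permutation p 1) and anterior hippocampus (-0.40, exact permutation p 0.686), in each of which 1 PBS library, and in anterior hippocampus also 1 YMP library, had Ttr at 100 CPM or more. Of the 185 brain libraries of both experiments outside corpus callosum, SVZ and choroid plexus, 10 had Ttr at 100 CPM or more.

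In SVZ 0 genes were called for plasma (1910 at an unadjusted p under 0.05), and 234 were called without PBS mouse 72, of which 121 were lower in YMP mice. The library of that mouse held 21.9 M counts, the most of the 7, so low depth is argued against. Leaving out any other mouse gave at most 8 genes, so a smaller group alone is not the cause either. Its plexus list stood at 33526 CPM, against 4873 to 15961 CPM in the other PBS libraries, so choroid plexus tissue in that library may have raised the spread. Plexus-enriched genes made up 20.1% of the 234, against 0.874% of all genes tested. Most of the 234 are thus not of that kind, and plexus tissue in the PBS samples and an effect of plasma cannot be told apart for the set.

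In cerebellum Ptgds, a gene also abundant in meninges, was lower in YMP mice. Choroid plexus tissue is argued against by 47 genes abundant in choroid plexus. Their excess in PBS over YMP libraries was a median of 0.989% of the choroid plexus level (quartiles -0.780% and 4.33%), against 88.1% for Ptgds, and Ttr was at most 0.847 CPM in these libraries. Meningeal tissue in the PBS samples may be the source. The meningeal list without Ptgds changed by a median of -0.45, with 12 of 16 genes lower. Among them Igf2 changed by -1.27, Bgn by -0.56 and Igfbp2 by -0.39, and Slc6a13 was lower too, each without a call. The abundant gene Dcn of that list changed by 0.065, the other way. A change of Ptgds itself and meningeal tissue therefore cannot be told apart with 3 mice per group.

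Rbm3 was higher in restricted mice in 15 of 15 regions. It is induced by cold, so lower body temperature during restriction is a candidate explanation. The heat shock factor targets, expected to fall with temperature, differed by -0.058 (exact permutation p 0.0317, 12 of 14 genes lower, 0 called over all genes and 2 adjusted over the list alone). This is in line with the explanation, but the list was chosen after the data were seen, shares 6 of its 14 genes with the preset heat shock list (the other 8 differed by -0.061, exact permutation p 0.0159), and body temperature was not analysed here.

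Genes of the clock differed in restricted mice in a way that may reflect a shift of phase at the time of sampling. All genes of both arms come from the preset clock list. The 9 genes of the Dbp arm rose by 0.29 and the 4 genes of the Arntl arm changed by -0.18, and the exact permutation p of the difference between the arms was 0.0159. The arms were drawn up after the data were seen, and the Arntl arm holds the same 4 genes that fell in the preset list, so this test decides nothing. A shift of phase therefore cannot be told apart from other changes of clock genes, and the labels give no hour of sampling.

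Kdr was lower in restricted mice. A smaller share of vascular tissue as the whole cause is argued against by 17 other endothelial genes, whose median change was -0.12 against -0.56 for Kdr. The endothelial list did differ by -0.13 (exact permutation p 0.0317), with 5 of 17 genes higher. Of its genes 4 were called over all genes and 9 adjusted over the list alone. A part of the change from this source therefore stays open. A biological change of Kdr remains a hypothesis.

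The glucocorticoid response list was higher in restricted mice. A larger share of endothelial cells is argued against by the endothelial list, which was lower (-0.13). A few genes as the cause are also argued against. Without the 5 largest rises the other 15 genes differed by 0.29, with the smallest exact permutation p, 0.0159. A hormonal response to restriction is a hypothesis that these data leave open, and hormone levels were not analysed here.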
